A study of Drosophila melanogaster with 6 samples. Its data were reported in "The Drosophila BEAF insulator protein interacts with the polybromo subunit of the PBAP chromatin remodeling complex" (2022).

How the data were processed

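PRO-seq was carried out on nuclei of S2 cells treated with double-stranded RNA against LacZ, BEAF or Pbro, in 2 biological replicates for each treatment and 6 libraries in all. Per the study's methods, reads were trimmed with the FastX toolkit and aligned to the dm3 genome with Bowtie, and nonoverlapping genes were counted in a promoter-proximal and a gene body region. The promoter value was taken from the 50-bp window richest in reads near the annotated start, and the body excluded the first and last stretch of the gene. The submitters' processing notes name Bowtie and DESeq2 and the build dm3, with no version given in the sources used here. The study's summary of the libraries gives reads that mapped uniquely to the genome. The reads were short and mismatches were allowed, so near-identical copies of a gene can still lose or exchange reads. Because the promoter window was picked by its reads, a shift of the pause site can pass as a change in level. The study's methods do not state how the regions were scaled. If each was scaled by itself, a change common to all genes is removed.

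The files hold 12 sheets, for 2 knockdowns, 2 regions and the classes down, up and unchanged. The log2 fold changes in them are those the authors computed with DESeq2 for knockdown over LacZ RNAi. The adjusted p-values are likewise the authors' own, from their Wald test with a false discovery rate of 5%. The down and up sheets hold genes with an adjusted p under 0.05 and the unchanged sheets genes with an adjusted p over 0.9, as checked on each sheet. Genes in between are not analysed here. No standard errors, test statistics or reads per library were used, since the sheets carry fold changes and adjusted p-values alone. Depth per library was not used here either, and the precision of a fold change is given only through its adjusted p. The deposited calls compare 2 libraries with 2, and the LacZ libraries serve in every comparison.

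The sheets list 5528 transcripts of 5524 genes. Coordinates are dm3, counted from 1 with both ends included, which was settled by setting 3' ends against the reference table of gene names. That table, of the Release 6 assembly, was used for names only. It matched 5356 genes and gave a current symbol differing from that of the sheets for 1572. The text uses the current symbol. No reference genome was used, so promoter motifs were not analysed here.

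The samples, the tests, the alternatives, 29 gene lists and the rule for named genes were fixed before the data were examined. Named genes are the 6 with the lowest adjusted p in each direction of each comparison, genes called in both regions (all after BEAF RNAi, up to 6 per direction after Pbro RNAi), up to 6 called the same way and up to 6 called opposite ways in both knockdowns per region, up to 4 called members of each list, and the targets, PBAP and BAP subunits, Trl, M1BP, aurA and RpS12 whatever their values. The text gives a selection of these, and some named results are not reported here. Col4a1 was named after its value was seen.

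The planned list test on a Wald statistic could not be used on these sheets. Instead, each list with at least 5 listed genes was tested by Fisher's exact test (two-sided) for its share of down and of up genes against all other listed genes of that comparison, which include genes called the other way. Benjamini-Hochberg adjustment ran over all lists and both directions within a comparison. Counts adjusted over the list alone cannot be derived from adjusted p-values and are not given. The alternative fixed beforehand, cameraPR of limma 3.58.1 in R 4.3.3 on the log2 fold change with a preset correlation of 0.01, was run beside it, with a correlation of 0.05 and with ranks as added settings. An estimated correlation needs values per library, so no call could be tested with one. Tested on simulated data made from the 2510 genes of the Pbro promoter comparison, a planted list of 20 genes with 50% down was found in 100 of 100 copies, and in 0 of 100 copies with none planted. Smaller lists, and the BEAF comparisons with their fewer calls, were not simulated, so lists that did not pass there may lack power.

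Overlaps between regions or knockdowns were tested with Fisher's exact test (two-sided) over genes listed in both. Chance overlap through the LacZ libraries was simulated 2000 times for unchanged groups, assuming a correlation of 0.5 between the comparisons, which holds if all treatments have equal noise. These simulations took every called gene to be a noise extreme and kept genes of any adjusted p. For correlations among unchanged genes the simulated values were restricted to z scores within 1 of 0 in both comparisons, an assumed bound. The tests of opposite calls were added after seeing the data. The median response of a gene set was ranked among 10000 random lists of the same size, which could not be matched on mean count as planned. Gene length, from start to end in the sheets, was compared by permutation with 100000 resamples. A divergent neighbour is a gene of any sheet on the opposite strand that starts within 500 bp upstream, and shares carry 95% exact binomial intervals. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and SciPy 1.17.1.

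Alternatives were an adjusted p threshold of 0.01, a minimum change of 1.5-fold, a single entry per symbol, a neighbour distance of 1000 bp, the mean of log2 length, Spearman's correlation, and leaving out called genes. Those needing reads per library were not run.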

Results

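The data are PRO-seq measurements of engaged RNA polymerase II (Pol II) in S2 cells, an embryonic Drosophila line with features of blood cells, after RNAi. PRO-seq extends nascent RNA by a labelled nucleotide in isolated nuclei and sequences its 3' end, so it maps Pol II strand by strand. There were 3 treatments with 2 biological replicates each. Cells received double-stranded RNA against BEAF, a DNA-binding insulator protein, against polybromo (Pbro), a subunit of the PBAP chromatin remodeling complex, or against bacterial LacZ as a control. Each knockdown was compared with LacZ RNAi in the promoter-proximal window and in the gene body, which gave 4 comparisons. All fold changes below are log2 values of knockdown over LacZ RNAi from the authors' deposited table, where a gene is called down or up at an adjusted p under 0.05 and listed as unchanged at an adjusted p over 0.9. Genes between these limits are not analysed here, so "listed genes" are a selected set. The table gives no reads and no errors, so none can be attached to a single fold change, and depth per library was not used here.

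Transcription of the targeted and associated genes was read first. polybromo itself was listed as unchanged after Pbro RNAi, at -0.11 in the promoter (adjusted p = 0.947) and 0.03 in the gene body (adjusted p = 0.998) in the authors' deposited table. RNAi destroys transcripts after they are made, so these values do not test how well the protein was depleted. The study measured depletion by Western blot and reported that most of the BEAF and of the Pbro protein was lost. BEAF-32, Trl, which encodes GAGA factor, and RpS12 were not analysed here. The Brahma ATPase gene brm was unchanged at -0.15 in the promoter and 0.07 in the gene body after BEAF RNAi, and at 0.00 and -0.05 after Pbro RNAi, in the authors' deposited table. Bap170, a gene of another PBAP-specific subunit, was unchanged in all 4 comparisons, with values from -0.01 to 0.05 in the authors' deposited table. M1BP and aurA were also listed as unchanged wherever they were listed, aurA in 3 of the 4 comparisons.

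BEAF RNAi lowered promoter-proximal Pol II at 47 genes and raised it at 57. The genes with the lowest adjusted p among those that fell were CG9641 (2L, 2974854 to 2976859), CG4502, the sulfotransferase gene St1 (CG5428 in the table) and the Frizzled-family receptor gene fz3, at -2.84, -2.31, -2.37 and -2.11 in the authors' deposited table. CG17129 stood at -2.52 and CG11168 at -1.70 in the authors' deposited table. The strongest calls upward were cyst (2L, 19502334 to 19508710), at 2.09, and the ubiquitin-conjugating enzyme gene Ubc6, at 1.37, in the authors' deposited table. Cdc7, a kinase of replication origin firing, rose by 1.29, CG32037 by 1.15, the transporter gene MFS16 by 1.05 and the fructose bisphosphatase gene fbp by 0.99 in the authors' deposited table. Iswi, the ATPase of the NURF remodeling complex, was another promoter that gained Pol II, by 1.003 (adjusted p = 0.00106) in the authors' deposited table.

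Most promoter changes after BEAF RNAi were below 2-fold. In the authors' deposited table, 16 of the 47 down genes and 10 of the 57 up genes changed at least 2-fold, with medians of -0.84 and 0.78. No fixed gene list was over-represented among either group in 38 Fisher's exact tests of 19 lists, and 1 test reached an unadjusted p under 0.05. That list was the hemocyte markers, of which Ppn and He, 2 of 7 listed, rose by 0.72 and 0.94 in the authors' deposited table (list adjusted p = 0.512). None of 25 cytoplasmic and 19 mitochondrial ribosomal protein genes was called, against 2.2% down and 2.7% up among other listed genes. With shares this low, lists of this size cannot show a deficit. Among 19 translation factors the repressor gene Thor rose by 0.77 and eIF2Bbeta fell by 0.65 in the authors' deposited table. The cadherin gene shg fell by 0.60, while the cell cycle gene E2f2, the apoptosis gene hid and the germline gene orb rose by 0.70, 0.56 and 0.80 in the authors' deposited table.

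In gene bodies, BEAF RNAi lowered Pol II at 64 genes and raised it at 20. CG17129 and CG17167 led the decreases, at -1.91 and -2.61, followed by CG4502 at -1.73, CG9641 at -1.69, CG14441 at -0.85 and the phospholipase gene Pld at -0.62 in the authors' deposited table. Among the increases, the transcription factor gene bab2, the Toll-family receptor gene 18w, Gpat4, CG18088 and CG17816 rose by 0.76, 0.62, 0.61, 0.51 and 0.79 in the authors' deposited table. None of 26 lists passed in 52 Fisher's exact tests, and 2 tests had an unadjusted p under 0.05. The receptor tyrosine kinase list had 2 of 20 members up, among them the FGF ligand gene pyr at 0.58 in the authors' deposited table (list adjusted p = 0.155). Among 14 developmental transcription factors, ttk and pnr fell, at -0.45 and -0.29 in the authors' deposited table (list adjusted p = 0.372), while bab2 rose as given above. Further genes that fell were the insulator protein gene pita at -0.66, the Smad gene Mad at -0.44, the titin-like gene sls at -0.43 and the ribosomal protein gene RpS2 at -0.29 in the authors' deposited table. At least 2-fold changes were found for 13 down genes and 1 up gene.

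Promoter and gene body were then compared within the BEAF knockdown, to ask whether Pol II changed at the same genes in both. It fell in both regions at 9 genes, namely CG4502, CG9641, CG17129, CG8399, the peptidoglycan recognition gene PGRP-LA, gammaTub37C, Kpc1, Gmppb and mei-217. CG8399 stood at -1.27 in the promoter and -1.25 in the body, and PGRP-LA at -1.17 and -1.09, in the authors' deposited table. CG1090 was the gene that rose in both, by 0.90 and 0.97 in the authors' deposited table. Over the 1817 genes listed in both regions, independent lists of this size would share 0.385 down genes (Fisher's exact test, two-sided, p = 1.76e-11, adjusted p = 3.52e-11 over 4 tests). The up overlap did not pass (Fisher's exact test, p = 0.129). Another 26 genes were down at the promoter and unchanged in the body, and 11 were down in the body and unchanged at the promoter. Promoter and body come from the same libraries, and these counts leave out genes listed in 1 region only.

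Pbro RNAi was followed by more calls, most of them downward. It lowered promoter-proximal Pol II at 332 genes and raised it at 47. gcm (2L, 9579788 to 9581739), the transcription factor of glia and hemocytes, had the lowest adjusted p and fell by 3.35 in the authors' deposited table. CG17834, Esp, the Wnt ligand gene Wnt4, slow and PGRP-LA followed at -2.58, -2.64, -2.81, -2.97 and -2.98 in the authors' deposited table. The increases were smaller, with CG5691 at 1.67, the proton pump subunit gene Vha100-4 at 1.60, the ion channel gene CngB at 1.60, CG6785 at 1.27, Larp4B at 0.92 and the histone chaperone gene Caf1-55 at 0.77 in the authors' deposited table. Among the 332 down genes 241 fell at least 2-fold, against 11 of the 47 up genes, with medians of -1.26 and 0.83 in the authors' deposited table.

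Several genes of blood cells and of the cell surface fell at the promoter after Pbro RNAi. All 5 listed hemocyte markers were down, gcm together with the peroxidasin gene Pxn at -1.34, the collagen IV gene vkg at -1.12, the phagocytosis receptor gene eater at -0.81 and a further collagen IV gene, Col4a1, in the authors' deposited table (Fisher's exact test of the list, adjusted p = 0.000907). The markers Ppn and He were not listed in this comparison, so the 5 are a selected set. Of 27 listed cell adhesion and extracellular matrix genes 15 were down (adjusted p = 8.78e-06), against 12.8% of all other listed genes. These included the tetraspanins Tsp74F, Tsp42El, Tsp42Ed and Tsp42Ej, at -2.68, -2.27, -2.05 and -1.99 in the authors' deposited table. Tetraspanins, a family of membrane proteins, made up 7 of the 15, and vkg and Col4a1 stand in both lists. In a test chosen after these values were seen, the list without tetraspanins still passed, with 8 of 16 genes down (adjusted p = 0.00864).

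Regulators of development showed calls in the same direction after Pbro RNAi, and whether they passed as lists depended on the test. Down genes numbered 4 of 7 among the homeotic and segmentation genes, 5 of 12 among other developmental transcription factors and 4 of 8 among the JNK and immediate early genes, all with a list adjusted p of 0.108 in Fisher's exact test. With the fold change itself as the statistic the first of these lists (adjusted p = 0.0129) and the second (adjusted p = 0.00770) passed beside the hemocyte and adhesion lists, but with ranks of the fold change they did not (adjusted p = 0.254 and 0.306). Kr, gsb-n, wg and hb were down at -2.003, -1.65, -0.76 and -1.13, and the homeodomain genes Dll, tup, Awh and Lim1 at -2.86, -2.54, -1.51 and -0.85, in the authors' deposited table. The cell death genes rpr and skl were down at -0.73 and -0.96, and the metalloprotease gene Mmp1 and the TNF gene egr at -0.86 and -0.54, in the authors' deposited table. The Notch list had 3 of 9 genes down (adjusted p = 0.536), with E(spl)m2-BFM at -2.34 and the ligand gene Ser at -1.96 in the authors' deposited table. The immune and the receptor tyrosine kinase lists each had 3 of 11 down (adjusted p = 0.556 for both). EcR, the ecdysone receptor, was down at -1.003, the cochaperone gene stv at -1.48 and the lactate dehydrogenase gene Ldh at -0.88 in the authors' deposited table.

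Most housekeeping lists held no promoter called down after Pbro RNAi, apart from glycolysis with Ldh, 1 of 4 listed genes and too few to be tested. The count of down promoters was 0 of 28 for cytoplasmic ribosomal proteins (adjusted p = 0.281), 0 of 19 for mitochondrial ribosomal proteins, 0 of 21 for translation factors, 0 of 14 for the proteasome and 0 of 19 for replication and cell cycle genes. Other listed genes were down in 13.3% to 13.4% of cases. The lists of tRNA synthetases (0 of 12), oxidative phosphorylation (0 of 13), Pol II and general transcription factors (0 of 9) and Mediator (0 of 7) were also empty. None of these lists passed the test, but lists of this size have little power to show a deficit, so a deficit is not excluded. Caf1-55 and the FACT subunit gene dre4 were up among 10 chromatin remodeling genes, dre4 at 0.58 in the authors' deposited table (list adjusted p = 0.108). In all, 2 of 46 list tests passed, and 7 had an unadjusted p under 0.05. The lists were not matched on expression, and a gene with more reads is called more easily.

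**Figure D1:**
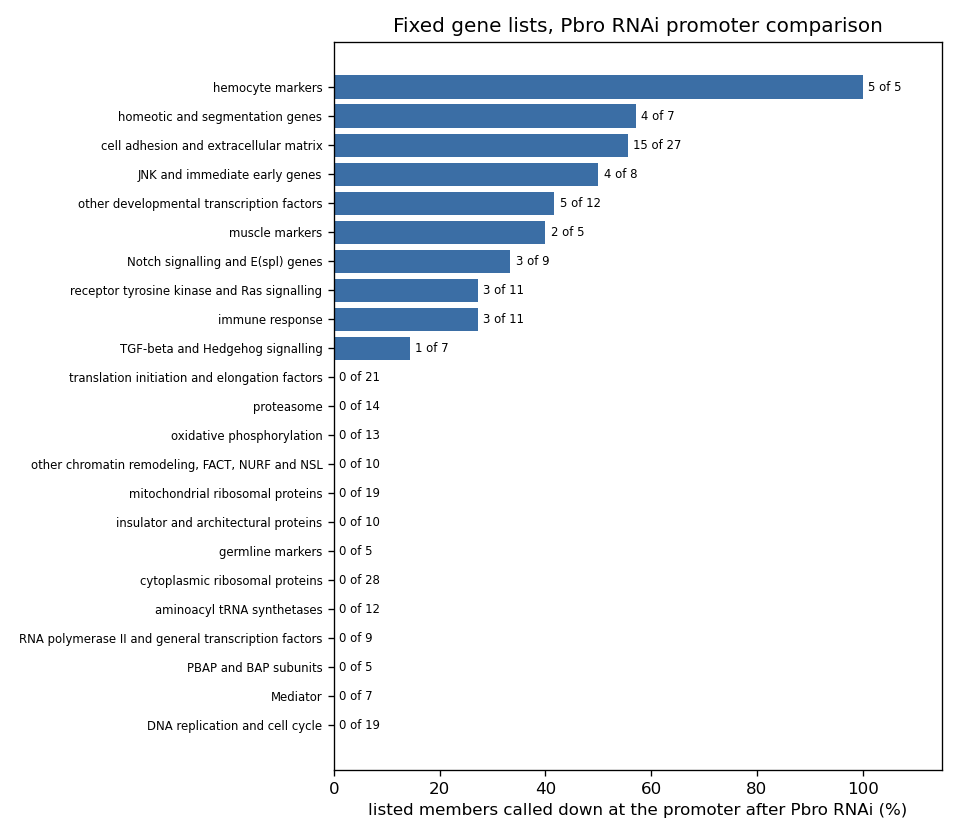
Share of listed members called down at the promoter after Pbro RNAi, in percent, for each of the 23 fixed gene lists with at least 5 listed members; the numbers beside the bars are the called and listed members. Hemocyte markers (5 of 5) and cell adhesion genes (15 of 27) passed Fisher's exact test after adjustment, and the other 21 lists did not.

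In gene bodies, Pbro RNAi lowered Pol II at 225 genes and raised it at 45. The zinc finger transcription factor gene ttk (3R, 27539591 to 27550549) had the lowest adjusted p, at -1.25, followed by CG2841 at -1.55, the tubulin gene betaTub97EF at -2.14, Traf-like at -2.13, CG10026 at -2.34 and the kinase gene Pkn at -1.64 in the authors' deposited table. HmgZ, an HMG-box protein gene, rose by 1.05, CngB by 1.26, Amph by 0.71, the spectraplakin gene shot by 0.51, CG15099 by 0.42 and pst by 0.37 in the authors' deposited table. At least 2-fold changes were found for 72 down genes and 5 up genes. No list passed in 46 Fisher's exact tests of 23 lists, and 4 tests had an unadjusted p under 0.05. Adhesion and matrix genes had 6 of 28 members down and developmental transcription factors 4 of 11, both with a list adjusted p of 0.0773. Hemocyte markers had 2 of 5 listed members down and 3 unchanged (Fisher's exact test, list adjusted p = 0.407). Tsp42Ed, the perlecan gene trol, the integrin gene Itgbn and Mmp2 were down at -1.63, -1.35, -1.97 and -0.64, and so, bab1 and dsx at -1.82, -0.81 and -0.54, in the authors' deposited table. The ecdysone genes ImpL2 and Eip75B fell, at -1.20 and -0.85, while Eip93F rose by 0.68, and the homeotic and segmentation genes odd, Ubx and tsh were down at -2.13, -0.93 and -0.61, in the authors' deposited table. The latter list had 3 listed members, too few to be tested. With the fold change itself as the statistic 3 lists passed, and with its ranks 0 passed, so the count depends on the test.

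Pol II fell at both the promoter and the gene body of 62 genes after Pbro RNAi and rose in both at 6. betaTub97EF stood at -2.33 and -2.14, wun2, a lipid phosphatase gene, at -2.15 and -1.80, and Esp at -2.64 and -1.99 in promoter and body, in the authors' deposited table. The genes up in both were CngB, the neuropeptide receptor gene Dh31-R, the Toll ligand gene spz6, fan, CG9743 and sro. Dh31-R rose by 0.79 at the promoter and 1.31 in the body in the authors' deposited table. Independent lists would share 5.45 down genes among the 1781 listed in both regions (Fisher's exact test, two-sided, p = 2.04e-62), and 0.283 up genes (p = 1.40e-07). A further 35 genes were down at the promoter and unchanged in the body, and 37 the reverse. Only 97 of the 332 promoter-down genes and 100 of the 225 body-down genes were listed in both regions. The counts and tests leave out the rest, so they do not give the share of all promoter-down genes that also fell in the body. Promoter and body come from the same libraries. Promoter minus body fold change had a median of -0.01 over all 1781 genes, -0.36 over the 62 down in both and 0.36 over the 6 up in both. A promoter needed a larger change to be called. The smallest called changes were -0.54 and 0.58 at promoters, against -0.24 and 0.23 in bodies. Selection by call alone can thus push the 2 set medians apart in these directions, so they do not show a larger effect at the promoter. Each region may have been scaled by itself, so a shift of pausing shared by all genes cannot be read from these values.

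BEAF and Pbro knockdowns were then set side by side, since the study asked whether both proteins act on the same genes. At promoters listed in both comparisons, the genes PGRP-LA, CG8399 and Nepl21 fell in both knockdowns. PGRP-LA stood at -1.17 after BEAF RNAi and -2.98 after Pbro RNAi in the authors' deposited table. There were 5 promoters up in both, among them CLIP-190, a microtubule-binding protein gene, at 0.87 and 0.69, Hrb87F at 0.70 and 0.74 and Thor at 0.77 and 0.65 in the authors' deposited table. A set of 9 promoters went opposite ways, up after BEAF RNAi and down after Pbro RNAi, and none went the other way. These included CG8539 at 0.72 and -2.21, CG7720 at 0.66 and -2.51, CG6836 at 0.96 and -2.60 and fbp at 0.99 and -0.84 in the authors' deposited table.

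The promoter overlaps were tested over 1288 genes listed in both comparisons. These hold 26 of the 47 promoters down after BEAF RNAi and 142 of the 332 down after Pbro RNAi. Genes called in 1 knockdown and not listed in the other are left out, so expected counts and p-values hold for this selected set only. The 3 shared down genes compare with 2.87 for independent lists of 26 and 142 genes and 12.8 simulated for unchanged groups sharing the LacZ controls (Fisher's exact test, two-sided, p = 0.760). The 5 shared up genes compare with 0.256 and a simulated 2.58 (Fisher's exact test, p = 2.04e-06, adjusted p = 8.14e-06 over 8 tests), and 5 was also the upper end of the middle 95% of simulations. Of these, Hrb87F and Thor would be lost at a call threshold of 0.01. Their adjusted p after Pbro RNAi was 0.0256 and 0.0291, against 0.00979 for CLIP-190, in the authors' deposited table. The test of the 9 opposite genes was chosen after seeing the data. They compare with 3.31 for independent lists and 0.092 simulated (Fisher's exact test, p = 0.00351, adjusted p = 0.00935), but at an adjusted p threshold of 0.01 for calls 4 genes remained in that group (p = 0.0729). The controls could not be split, so part of the excess among genes changed the same way may come from the shared LacZ libraries. The simulations treat every called gene as a noise extreme. For down promoters they gave 12.8 where 3 were seen, so they cannot say how large that part is.

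**Figure D2:**
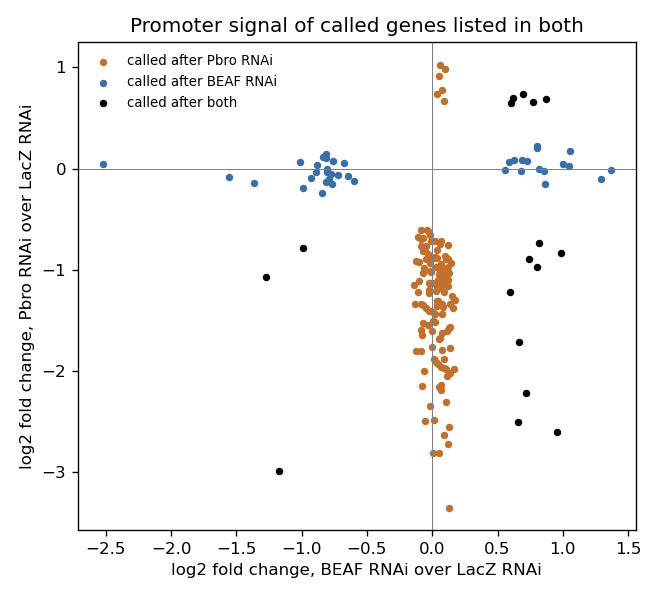
Promoter log2 fold change after BEAF RNAi (x axis) against that after Pbro RNAi (y axis), each over LacZ RNAi, for genes listed in both comparisons and called in at least 1; points are genes, coloured by the knockdown in which they were called. Of the genes called in both, 3 lie low in both, 5 high in both, and 9 high after BEAF RNAi and low after Pbro RNAi.

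In gene bodies, 15 genes fell in both knockdowns and none rose in both. CG8306 stood at -0.66 in each, Pld at -0.62 after BEAF RNAi and -0.86 after Pbro RNAi, and the ecdysone importer gene Oatp74D at -0.87 and -0.79 in the authors' deposited table. PGRP-LA and the transporter gene chk also fell in both, chk at -0.52 and -0.75 in the authors' deposited table. ATP8B, mfas and CG18088 went opposite ways, up after BEAF RNAi and down after Pbro RNAi, ATP8B at 0.87 and -1.90 in the authors' deposited table. Among the 3780 genes listed in both comparisons, independent lists would share 1.66 down genes (Fisher's exact test, two-sided, p = 1.69e-11). Genes listed in 1 comparison only are again left out. Simulations with shared controls, which treat every called gene as a noise extreme, gave 12.9, with the middle 95% reaching 19. At promoters they gave 12.8 shared down genes where 3 were seen. They therefore cannot say how many of the 15 shared body genes come from the shared LacZ libraries. The 3 opposite genes compare with 0.434 and a simulated 0.002 (Fisher's exact test, p = 0.00784, adjusted p = 0.0157), a test chosen after seeing the data, and at a call threshold of 0.01 there was 1 (Fisher's exact test, p = 0.230).

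Fold changes of the knockdowns were then compared across genes. Across the 1288 promoters Pearson's r was -0.05 and Spearman's correlation 0.06, and across the 3780 gene bodies they were 0.17 and 0.24. Shared controls alone, simulated without effects for genes of any adjusted p, gave r = 0.498 and 0.499, so these values cannot be read against 0. Genes are not independent replicates, and no p is given. Among genes unchanged in both, r was 0.15 at promoters and 0.23 in bodies. Shared controls alone gave 0.18 in each, under an assumed equal noise of the treatments and an assumed bound on the z scores. As a covariance this was 0.00141 at promoters against 0.00168, and 0.00228 in bodies against 0.00179. The second value of each is the simulated r multiplied by the observed spreads, so it restates the comparison of r and adds no further one.

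Promoters called in 1 knockdown were then read in the other. Of the 47 promoters down after BEAF RNAi, 26 were listed after Pbro RNAi, with 23 unchanged and 3 down, and 21 were not listed. Genes with a moderate response are not listed, and most listed genes are unchanged by their adjusted p. The medians below are therefore held near 0, and cannot decide whether a set responded moderately to the other knockdown. In the study's metaplots, promoters lowered by BEAF RNAi were also lower after Pbro RNAi, to a lesser extent. The 26 listed promoters had a median of -0.07, at percentile 3.29 of random lists of the same size (permutation test with random lists, two-sided, p = 0.0660, adjusted p = 0.0880 over 4 tests). The value simulated for shared controls was -0.13. Of the 57 promoters up after BEAF RNAi, 30 were listed, with 9 down, 5 up and 16 unchanged (median -0.01, permutation p = 0.753). The 142 Pbro-down promoters that were listed after BEAF RNAi had a median of 0.04 there, at percentile 100, with a permutation p = 0.0002, the smallest the draws can give (simulated -0.07). The 11 Pbro-up promoters had a median of 0.10 (permutation p = 0.00520, adjusted p = 0.0104, simulated 0.11), which without the genes called in both was 0.07 (p = 0.131). Of the 332 Pbro-down promoters, 190 were not listed after BEAF RNAi. The simulated medians treat called genes as noise extremes and take their spread from unchanged genes alone. The medians seen therefore cannot be judged against them. Random lists were not matched on expression.

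Genes that lost Pol II after Pbro RNAi were longer than other listed genes, while the length differences after BEAF RNAi did not pass the test. The median annotated length of promoter-down genes after Pbro RNAi was 4030 bp against 2514 bp for other listed genes, and that of body-down genes 5196 bp against 2352 bp (permutation test, two-sided, p = 1e-05 for each, the smallest the permutations can give, adjusted p = 2e-05 over 4 tests). After BEAF RNAi the lengths were 2134 bp against 2668 bp at promoters (permutation p = 0.184) and 3017 bp against 2419 bp in bodies (p = 0.0552). Up genes, for which length was not tested, had medians of 2725 bp at promoters and 4032 bp in bodies after Pbro RNAi, and 3215 bp and 4669 bp after BEAF RNAi. Longer bodies collect more reads and are called more easily, which limits the body comparison.

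A divergent neighbour, a listed gene that starts on the opposite strand within 500 bp upstream, was rare among genes that fell after Pbro RNAi. It was found for 6 of 332 promoter-down genes, or 1.81% (95% exact binomial interval 0.666 to 3.89), against 26.4% of other listed genes (odds ratio 0.0512, Fisher's exact test, two-sided, p = 5.39e-32). For body-down genes the share was 5.33% (2.79 to 9.13) against 26.1% (Fisher's exact test, p = 2.60e-15). Genes up after Pbro RNAi also had few, 3 of 47 at promoters (Fisher's exact test, p = 0.00446) and 1 of 45 in bodies (p = 7.49e-05). After BEAF RNAi 13 of 47 promoter-down genes, or 27.7% (15.6 to 42.6), had one, against 23.2% of other genes (Fisher's exact test, p = 0.485), and 17.2% of body-down genes against 24.2% (p = 0.239). Promoter-down genes of the 2 knockdowns differed directly in the share within 500 bp (odds ratio 20.8, Fisher's exact test, p = 5.10e-09), a comparison chosen after the shares were seen. Where both genes of a divergent pair are listed, both are counted, so genes are not independent. The intervals cover counting error only, and they and the p-values may be too narrow for that reason. Neighbours could be counted only among genes in the table, and a listed gene ending within 500 bp upstream on the same strand was also less frequent among Pbro promoter-down genes, 5.42% against 9.73%.

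**Figure D3:**
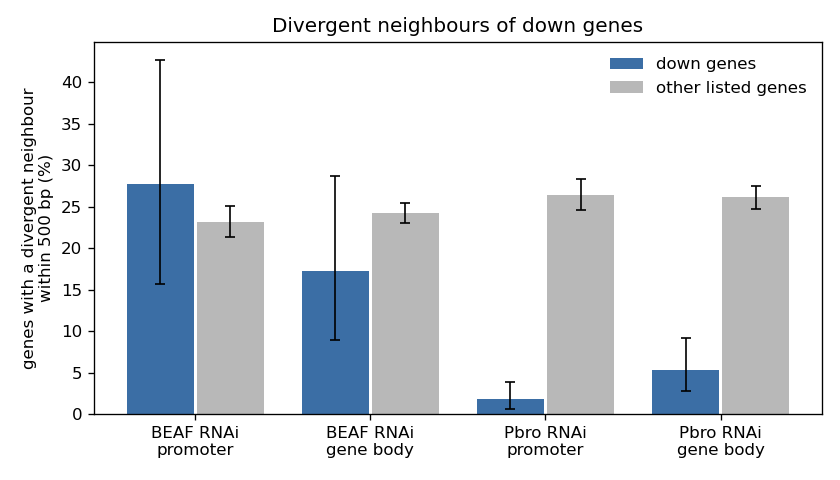
Percentage of genes with a divergent neighbour within 500 bp, for down genes (blue) and other listed genes (grey) of the 4 comparisons; error bars are 95% exact binomial intervals. After Pbro RNAi the down genes sit at 1.81% and 5.33%, below the 26.4% and 26.1% of other listed genes, while after BEAF RNAi the intervals of down genes include the value of the others.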

Values the study reported

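The study reported 178 genes with changed Pol II occupancy after BEAF knockdown and 580 after Pbro knockdown, from a set of 9,452 genes. It placed a BEAF peak within 500 bp of the start of 2,535 of those genes. Among promoters that lost Pol II, it counted 41 of 47 as BEAF-associated after BEAF knockdown and 22 of 332 after Pbro knockdown.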

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

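Tests chosen after the result was seen were the list tests with a correlation of 0.05, with ranks, without tetraspanins or at a call threshold of 0.01, and the stricter threshold for genes up after BEAF RNAi and down after Pbro RNAi. Of 71 alternative values for 36 results, 51 kept their direction and side of the threshold or stayed within 1.5 times, 17 moved, 3 weakened and 0 reversed. With calls at an adjusted p under 0.01, fewer genes pass by construction: after BEAF RNAi 28 promoters were down, 30 promoters up and 13 bodies up, and after Pbro RNAi 15 promoters and 28 bodies were up. The opposite promoters then numbered 4 (Fisher's exact test, p = 0.0729) and the opposite bodies 1 (p = 0.230). With a change of at least 1.5-fold, 34 bodies were down and 11 up after BEAF RNAi, and 16 were up after Pbro RNAi. Of 193 named calls, 43 were lost at 0.01 and 28 at 1.5-fold. With the fold change as the statistic, at a correlation of 0.01 or 0.05, 4 lists passed at Pbro promoters and 3 in Pbro bodies, with ranks 2 and 0 passed, and at a call threshold of 0.01 the Fisher test passed 1 list in Pbro bodies. The cause was not tested. Spearman's correlation between knockdowns was 0.0574 at promoters and 0.24 in bodies, and r without called genes was 0.15 and 0.23. The median of Pbro-up promoters after BEAF RNAi was 0.0673 without genes called in both (permutation p = 0.131), with fewer genes. No paired analysis was possible because the sheets give comparisons, not values per library. For the same reason leaving out replicates, recomputing adjusted p-values, a minimum count of 100 and lists matched on count were not run, nor were motifs. Since the sheets give no errors, genes listed as unchanged are not shown to be unaffected.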

Other observations

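Tests chosen after the result was seen in this part were those of chromosomes, of neighbouring genes and their spacing at 5 kb and 20 kb, of chance values shared through the LacZ libraries, and of readier calling of BEAF-up genes. Genes named below only as neighbours were also chosen after their values were seen.

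Promoters that fell after Pbro RNAi often followed each other in the order of listed genes, which skips genes that are not listed. Among the 332 down promoters there were 78 pairs of neighbours in the order of listed genes, against a mean of 43.6 when calls were shuffled (middle 95% up to 55, permutation p = 0.0002, the smallest the shuffles can give, adjusted p = 0.0016 over 8 tests). There were 13 runs of at least 3 genes. One on 2R, from 2916418 to 2936050, held the tetraspanin genes Tsp42Eg, Tsp42Ei, Tsp42Ej and Tsp42El. Another on 2L, from 7226817 to 7308940, held Ndae1, Wnt4 and wg, and a run on 3L from 18390653 to 18456258 held rpr, skl and CG4306. A run over a wider stretch of 2L, from 13977307 to 14409547, held Cyp28a5, rk and elB. Body-down genes showed no such excess, with 13 pairs against a shuffled 12.2 (permutation p = 0.896), or 7 against 5.58 among genes also listed at the promoter.

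The position along the genome otherwise gave no call that passed. Promoters down after Pbro RNAi lay on X in 9.94% of cases against 16.1% of other listed genes, and on 2R in 27.1% against 20.2%, but neither passed over 48 tests of chromosomes and directions (adjusted p = 0.115 for both). CG2258, singled out after its values were seen, rose at the promoter by 0.98 and fell in the body by 1.04 after Pbro RNAi in the authors' deposited table. fz3, which fell at the promoter after BEAF RNAi, rose in the body by 1.13 after Pbro RNAi in the authors' deposited table.

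The runs of neighbouring down promoters were set against technical explanations. Transcription running on from a close neighbour would not reach far genes, yet 50 down pairs lay at least 5 kb apart, against a middle 95% of shuffles that reached 38, and 32 lay at least 20 kb apart, against 26. Leaving out genes with a divergent neighbour left an excess, at 81 pairs against a shuffled mean of 54.65 and an upper end of 67. With all listed genes it was 78 pairs against a mean of 43.6, so uneven spread of such genes may account for part. Reads shared between paralogs stay open. Pairs with names of different families numbered 24, within the shuffled range that reached 31. Genes with CG numbers carry no family name and were left out, so this test covers a part of the pairs and cannot decide. The study's summary gives uniquely mapped reads, which limits such sharing. No biological explanation was tested for this pattern or those below.

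The scarcity of divergent neighbours among Pbro-down promoters was set against annotation. The greater length of the down genes is argued against as the whole cause, since the odds ratio was 0.0895 among genes shorter than the median of 2659 bp and 0.0312 among longer ones, below 1 in both groups. A thin listing of genes around the down genes stays open as part of the cause, because a listed gene ending within 500 bp upstream on the same strand was also less frequent, 5.42% against 9.73% (odds ratio 0.532, Fisher's exact test, p = 0.0104). That deficit was smaller than the divergent one, whose odds ratio was 0.0512, and the odds ratios were not compared by a test.

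The 9 promoters up after BEAF RNAi and down after Pbro RNAi were weighed last. Chance values shared through the LacZ libraries are argued against by their direction, since they push both comparisons the same way and so lower opposite calls below the 3.31 of independent lists. The middle 95% of simulations reached 1, which follows from that assumed direction and is no separate test. Readier calling of these genes stays open and undecided. BEAF-up genes were over-represented both among Pbro-up promoters (odds ratio 41.7) and among Pbro-down ones (odds ratio 3.62). The 5 genes up in both did not exceed the 5 that the middle 95% of simulations with shared controls reached. Those simulations treat every called gene as noise. At a call threshold of 0.01 the group of opposite promoters held 4 genes (Fisher's exact test, p = 0.0729).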
